# Development of a counterselectable system for rapid and efficient CRISPR-based genome engineering in *Zymomonas mobilis*

**DOI:** 10.1186/s12934-023-02217-9

**Published:** 2023-10-13

**Authors:** Yanli Zheng, Hongmei Fu, Jue Chen, Jie Li, Yuejie Bian, Ping Hu, Lei Lei, Yihan Liu, Jiangke Yang, Wenfang Peng

**Keywords:** *Zymomonas mobilis*, CRISPR-Cas genome engineering, Scarless mutagenesis, clmPheS counterselection marker, Multi-round multiplex genome editing, Native plasmids editing

## Abstract

**Background:**

*Zymomonas mobilis* is an important industrial bacterium ideal for biorefinery and synthetic biology studies. High-throughput CRISPR-based genome editing technologies have been developed to enable targeted engineering of genes and hence metabolic pathways in the model ZM4 strain, expediting the exploitation of this biofuel-producing strain as a cell factory for sustainable chemicals, proteins and biofuels production. As these technologies mainly take plasmid-based strategies, their applications would be impeded due to the fact that curing of the extremely stable plasmids is laborious and inefficient. Whilst counterselection markers have been proven to be efficient for plasmid curing, hitherto only very few counterselection markers have been available for *Z. mobilis*.

**Results:**

We constructed a conditional lethal mutant of the *pheS* gene of *Z. mobilis* ZM4, clmPheS, containing T263A and A318G substitutions and coding for a mutated alpha-subunit of phenylalanyl-tRNA synthetase to allow for the incorporation of a toxic analog of phenylalanine, *p*-chloro-phenylalanine (4-CP), into proteins, and hence leading to inhibition of cell growth. We demonstrated that expression of clmPheS driven by a strong P_*gap*_ promoter from a plasmid could render the *Z. mobilis* ZM4 cells sufficient sensitivity to 4-CP. The clmPheS-expressing cells were assayed to be extremely sensitive to 0.2 mM 4-CP. Subsequently, the clmPheS-assisted counterselection endowed fast curing of genome engineering plasmids immediately after obtaining the desired mutants, shortening the time of every two rounds of multiplex chromosome editing by at least 9 days, and enabled the development of a strategy for scarless modification of the native *Z. mobilis* ZM4 plasmids.

**Conclusions:**

This study developed a strategy, coupling an endogenous CRISPR-based genome editing toolkit with a counterselection marker created here, for rapid and efficient multi-round multiplex editing of the chromosome, as well as scarless modification of the native plasmids, providing an improved genome engineering toolkit for *Z. mobilis* and an important reference to develope similar genetic manipulation systems in other non-model organisms.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-023-02217-9.

## Background

*Zymomonas mobilis* possesses several attractive physiological features that make it an ideal platform organism for the production of biofuels and biochemicals from lignocellulosic biomass [1, 2]. For instance, this bacterium is generally regarded as safe (GRAS) and able to accommodate to a wide pH range (pH 3.5–7.5); and as a natural ethanologen having evolved specifically to fit high sugar and alcohol environments, *Z. mobilis* is of great capability in fermenting different biomass sugars for high-concentration ethanol production [3]. More importantly, there is no requirement for controlled aeration during fermentation as *Z. mobilis* is a facultative anaerobe, therein reducing production costs. Other than ethanol, *Z. mobilis* also has endogenous metabolic pathways producing other metabolic byproducts, such as isobutanol, sorbitol, levan, glycerol, as well as gluconic, lactic, succinic, and acetic acids [4].

During the past years, in order to fully unlock the capabilities of *Z. mobilis* in biorefinery to fit the growing global demand for alternative sustainable biofuels and biochemicals, methods have been developed for rapidly and efficiently modifying genes or metabolic pathways to attain industrial applications of this organism. In most of these methods, an antibiotic resistance gene was designed to be flanked by two DNA fragments respectively upstream and downstream of a gene of interest, which, once delivered by a suicide plasmid into the host cells and integrated into their chromosomes via homologous recombination, can replace the target gene and allow the screening of antibiotic-resistant recombinants [5, 6]. It therein leads to the accumulation of antibiotic resistance genes, which, together with the fact that *Z. mobilis* is naturally resistant to several antibiotics [7, 8], may limit multi-round genetic manipulations in this bacterium. Several approaches have been attempted to address the issues associated with using antibiotic resistance genes in *Z. mobilis*, including the use of a GFP fluorescent indicative marker to take the place of using antibiotic resistance genes. However, it would be a time-consuming process since the desired mutants have to be enriched and then identified as non-fluorescent cells by FACS [9, 10]. Other methods also include using the FLP/FRT site-specific recombination system to remove the chromosomally integrated antibiotic resistance cassette while generate gene deletion [11]. An obvious limitation of this method is that an FRT site would be left at the modified locus and possibly interfere with subsequent rounds of genetic modifications in the same host, e.g. recombination events would take place between accumulated FRT sites leading to unwanted chromosomal changes [12].

Recently, a genome editing toolkit based on the endogenous CRISPR-Cas of *Z. mobilis* ZM4 has been established. While it has helped achieve efficient genomic modifications without integration of any antibiotic resistance gene and represents one of currently the most efficient genetic manipulation tools for *Z. mobilis* [13, 14]; it, unfortunately, could not enable successful editing of the native plasmids, because the plasmids were proven to be not essential for cell viability and CRISPR-targeting on them thereby resulted in their loss [15]. Moreover, according to our previous experimental experiences, it is really tedious and time-consuming to cure the stable genome editing plasmids, normally taking about two weeks to get them lost in at least three rounds of inoculating, culturing and PCR-checking. These therefore arise the need of counterselection for clean genetic manipulations in *Z. mobilis*.

Counterselection upon *sacB* has been ever used in *Z. mobilis* to facilitate the loss of integrated plasmid without leaving a scar [16], but unfortunately many *Z. mobilis* strains already harbor a *sacB* gene [17, 18], being probably the reason for the poor positive rate of this approach and thus questioning its general utility. It, and other genes, such as *pyrF* [19] and *glkA* [20], did function in counterselection, but only in the corresponding null mutants, namely requiring pretreatment of the wild-type host cells. Some toxic genes including *mazF* [21] and *hicA* [22], being applied as suicidal markers for counterselection, have been accumulated in the recent literature, which, however, might not be applicable for *Z. mobilis* as thus far in this bacterium an inducible promoter amenable for tightly controlling the toxin expression is still missing.

Besides, in recent years, several studies have reported the use of a PheS variant for successful counterselection in various bacteria in a host-independent manner [23–29]. PheS is the alpha-subunit of phenylalanyl-tRNA synthetase encoded by the *pheS* gene capable of phenylalanine aminoacylation; whilst its derivative, PheS* (PheS with T251A and A294G substitutions), prefers to aminoacylate an analog of phenylalanine, *p*-chloro-phenylalanine (4-CP) in *Escherichia coli* [30, 31]. The lethality of incorporating 4-CP into proteins exhibited robust counterselective pressure [30]. Interestingly, *pheS* genes are present and highly conserved across bacterial species, paving the possibility to develop a PheS variant-based counterselctable marker for *Z. mobilis*. Application of such a counterselection marker has not been attempted in *Z. mobilis* yet. In this regard, here we attempted developing the *pheS* gene of *Z. mobilis* ZM4 (*ZMO1514*) as a counterselection marker upon mutating it to express the conditional-lethal PheS variant, clmPheS. With its assistance, rapid multi-round CRISPR-based engineering of the chromosome, as well as the native plasmids, has been efficiently accomplished in *Z. mobilis* ZM4, providing an improved versatile genetic manipulation toolkit for strain development and gene function demonstration in this bacterium, and also offering an important reference for developing methods for fast scarless genome modifications in other microorganisms.

## Methods

### Strains, growth conditions, and electroporation of *Z. mobilis*

*Z. mobilis* ZM4 and derivatives constructed in this work were listed in Table S1. *Z. mobilis* cells were grown at 30ºC in an RMG medium (20 g/L glucose, 10 g/L yeast extract, 2 g/L KH_2_PO_4_). If required, for *Z. mobilis,* spectinomycin and/or chloramphenicol was supplemented to the final concentrations of 200 and 50 µg/mL, respectively; while for *Escherichia coli*, spectinomycin or ampicillin was supplemented to a final concentration of 50 µg/mL. Competent cells of *Z. mobilis* were prepared as previously described [32] and transformed with plasmids by electroporation using Bio-Rad Gene Pulser (0.1-cm gap cuvettes, 1.6 kV, 200 W, 25 µF) (Bio-Rad, Hercules, CA, USA) following the method developed for *Z. mobilis* [33]. Electroporated cells were incubated in the RMG medium for 3 h at 30ºC prior to plating.

### Construction of plasmids

All the genome editing plasmids, including the chromosome editing palsmids (pCEs) and constructs for the editing of native plasmids (pPEs), were generated to individually include an artificial CRISPR on the pL2R plasmid vector following the previously described method [13]. The *pheS* gene (*ZMO1514*) with mutations, and donor DNA fragments each containing a mutant allele of a target gene, were generated by splicing and overlap extension PCR (SOE-PCR) [34] and individually cloned into the pCE plasmids through the T5 exonuclease-dependent DNA assembly (TEDA) method [35], giving complete pCEs with each carrying a clmPheS counterselection marker. Each of the pPE plasmids includes 4 DNA stretches. For pPE-*dctA* construction, the 4 DNA fragments are the first 327 bp coding sequence of *dctA* (*ZMOp33x010*) as a gene arm (G-arm), the chloramphenicol resistance gene (*cmr*) as a positive-selection marker (M), and two 300-bp sequneces immediately upstream and downstream of *dctA* as left and right arms (L-arm and R-arm), respectively. Of them, the G-arm is 5’-terminally fused to the *cmr* gene forming a fusion marker gene. These DNA fragments was connected by SOE-PCR and used as a donor of the pPE-*dctA* construct for mediating knockout of the *dctA* gene located on the pZM33 native palsmid [36]. The same strategy was also taken for the construction of the pPE-*hsd* plasmid for directing knockout of a 3-gene operon (*ZMOp32x025, ZMOp32x026* and *ZMOp32x028*) encoding a restriction and modification system [6] borne by the pZM32 native plasmid [36].

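ZMOp32x025, the first gene of this restriction and modification operon, and the 2 genes after it lie next to each other on pZM32. ZMOp32x025 runs from 25525 to 28902 on the plus strand in the authors' annotation of pZM32. Its level in ZM4 cells in log phase was 133 ± 11.9 RPKM (SD, n = 3 colonies). It was 19.8-fold higher than ZMOp33x009, the pZM33 gene upstream of dctA (adjusted p = 1.2e-89 from edgeR's quasi-likelihood test). The test takes the counts of ZMOp33x009 as fixed and pools spread over the plasmid genes. Its p-values therefore do not measure a gene's own spread between the colonies alone. The next gene, ZMOp32x034, runs from 28903 to 30363 with 244 ± 27.8 RPKM (SD, n = 3), and the gene after it, ZMO1_RS09310, from 30360 to 31622 with 249.8 ± 25.2 RPKM (SD, n = 3). All 3 genes share the strand with no more than 50 bp between neighbours. In the authors' deposited FPKM table, which follows another annotation, ZMOp32x028 stood at 245 ± 26.4 FPKM and ZMOp32x029 at 12.7 ± 4.36 FPKM (SD, n = 3 each). The methods of the paper name ZMOp32x028 as a gene of this operon and its results name ZMOp32x029 as hsdS, so these values do not settle the level of the third hsd gene. The FPKM table has no gene named ZMOp32x026, so no level is given under that name. ZMO1_RS09310 has no paired ZMOp name here, so its levels cannot be assigned to a named hsd gene.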

All plasmids were listed in Table S2. All oligonucleotides were synthesized from GenScript (Nanjing, China) and listed in Table S3. Restriction enzymes and T5 exonuclease were purchased from New England Biolabs (Beijing) Ltd (Beijing, China).

### Construction and screening of mutants, and curing of genome editing plasmids

Genome editing plasmids for chromosomal modifications were individually introduced into *Z. mobilis* cells. Electroporated cells were spread on RMG agar plates containing spectinomycin (RMGSp) at a final concentration of 200 µg/mL and incubated at 30ºC until colonies were seen. Cells of the transformants were grown up in an RMGSp medium, and then spread on an agar plate with 0.2 mM 4-CP (RMGCp) but without spectinomycin. Cells that have formed colonies are regarded as those lost the genome editing plasmid. For native plasmids editing, the pPE constructs were individually transformed into *Z. mobilis* cells via electroporation, and the electroporated cells were spread on RMG agar plates containing spectinomycin and chloramphenicol (RMGSpCm) at final concentrations of 200 and 50 µg/mL, repsectively. Cells of pPE transformants were grown up in an RMGSpCm medium and then spread on an RMGCp agar plate without any antbiotics until colonies were observed. Mutant candidates were screened by colony PCR using primers listed in Table S3. The resulting PCR products were analysed by agarose gel electrophoresis and confirmed by Sanger sequencing (GenScript, Nanjing, China).

### 4-CP sensitivity assay

To assay the sensitivity of *Z. mobilis* strains to 4-CP, growth inhibition test was conducted. Overnight cultures of *Z. mobilis* strains were diluted in fresh RMG medium and grown to OD_600_ of 0.4. Then, each of the culture was serially 10-fold diluted up to 10^− 5^, and 5 µL of each dilution was spotted onto RMGCp agar plates where different concentrations of 4-CP were supplemented. The growth of each strain was photographically recorded after 72-hour incubation at 30ºC.

### FACS analysis

Cells were washed with phosphate buffered saline (PBS) twice, resuspended into PBS to a concentration of 10^7^ cells/mL, and analyzed by flow cytometry using Beckman CytoFLEX FCM (Beckman Coulter, Inc., USA) with the phosphate buffered saline as the sheath fluid. The cells fluorescence of mCherry was excited with the 561 nm and detected with PC5.5 [37].

### Transcriptional analysis of the native plasmids-borne genes in *Z. mobilis*

RNA-seq raw data were processed and quality-controlled using FastQC program; nucleotides with quality scores below 30, as well as adapter sequences, were removed with the Trim Galore tool [38]. Genebank files of the complete sequences of the four native plasmids of *Z. mobilis* ZM4 (CP023716, CP023717, CP023718, and CP023719) were converted into GFF format with the EMBOSS program [39]. Then Hisat2 [40] was employed to build indices that are necessary for mapping the plasmid genes. Gene counting upon annotation information was conducted via the featureCounts tool [41], and gene expression data were calculated as RPKM values, which were subsequently log_2_-transformed and normalized to compare the expression of *ZMOp33x009* gene as well as the mean and median values of overall gene expression. The GEO accession number for transcriptomic analysis in this work that has been deposited into NCBI is GSE242573.

## Results and discussion

### *Z. mobilis* cells that express clmPheS are extremely sensitive to 4-CP

Based on the annotated genome sequence of *Z. mobilis* ZM4 [36], the wild-type PheS encoding gene *pheS* (*ZMO1514*) was identified. Amino acid sequence alignment of the PheS from *Z. mobilis* ZM4 (*Zmo*PheS) with several PheS proteins of other bacterial species was performed, revealing that the T263 and A318 residues of *Zmo*PheS are the counterparts corresponding to the T251 and A294 residues of the PheS from *E. coli* (*Eco*PheS) [31], respectively (Fig. 1A). Therefore, substitutions of T263A and A318G were made to *Zmo*PheS, generating the clmPheS. Afterwards, a clmPheS expression cassette was cloned onto the *E. coli*-*Z. mobilis* shuttle vector pEZ15Asp [32], yielding the pSsp plasmid, where the strong P_*gap*_ promoter [42] was employed to drive clmPheS expression.

**Fig. 1:**
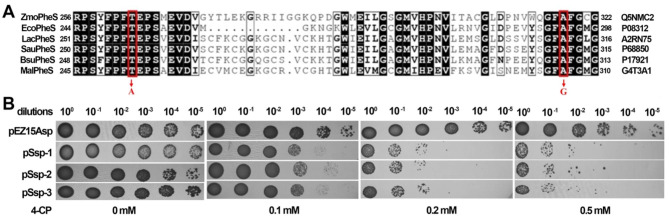
Construction of the clmPheS counterselection marker. (**A**) Multiple sequence alignment of PheS orthologs derived from *Zymobilis mobilis* ZM4 (*Zmo*PheS), *Escherichia coli* K12 (*Eco*PheS), *Lactococcus lactis* MG1363 (*Lac*PheS), *Staphylococcus aureus* MW2 (*Sau*PheS), *Bacillus subtilis* 168 (*Bsu*PheS), and *Methylotuvimicrobium alcaliphilum* 20Z (*Mal*PheS). Red boxes indicate the conserved residuals being subjected to mutagenesis. (**B**) 4-CP sensitivity of *Z. mobilis* transformants. Cell cultures of transformants either harboring the shuttle vector pEZ15Asp, or the clmPheS-expressing plasmid pSsp, were serially 10-fold diluted. Dilutions were spotted onto agar plates containing 4-CP at the indicated concentrations

We electroporated pSsp into *Z. mobilis* cells and examined the 4-CP sensitivity conferred by clmPheS to the transformants. Growth inhibition of 3 randomly picked transformants was then assayed with RMGSp plates respectively containing 0, 0.1, 0.2, and 0.5 mM of 4-CP. As shown in Fig. 1B, without 4-CP, transformants of both pSsp and pEZ15Asp (as a reference) were normally and evenly grown up, including the 10^− 5^ dilutions. Strikingly, as the concentration of 4-CP was gradually increasingly supplemented, the growth inhibition effect on the pSsp transformants became clearer. Very few cells from the 10^3^-fold diluted pSsp transformants could grow up when spotted on RMG agar plates containing 0.2 mM of 4-CP (RMGCp), whereas under the same condition the pEZ15Asp-bearing cells kept growing up normally. These results suggested that clmPheS can be employed as an efficient counterselectable marker for *Z. mobilis*, and we therefore used 0.2 mM of 4-CP for counterselection in our subsequent work.

### Plasmid removal is efficiently achievable by using clmPheS for counterselection

To verify the feasibility of clmPheS for counterselection, we inserted an mCherry red fluorescent protein (RFP) expression cassette in the pSsp plasmid, generating pSsp-RFP, and monitored its presence/absence in cells by measuring the RFP fluorescence intensity through flow cytometry analysis. The pSsp-RFP plasmid, and the pEZ15Asp vector as a reference, were then individually introduced into *Z. mobilis* cells via electroporation, yielding the same level of transformation efficiencies (Fig. 2A). The transformants of both plasmids exhibited comparable growth to each other, indicating that the expression of clmPheS had no obvious negative effect on cell growth when 4-CP were not supplemented (Fig. 2B).

**Fig. 2:**
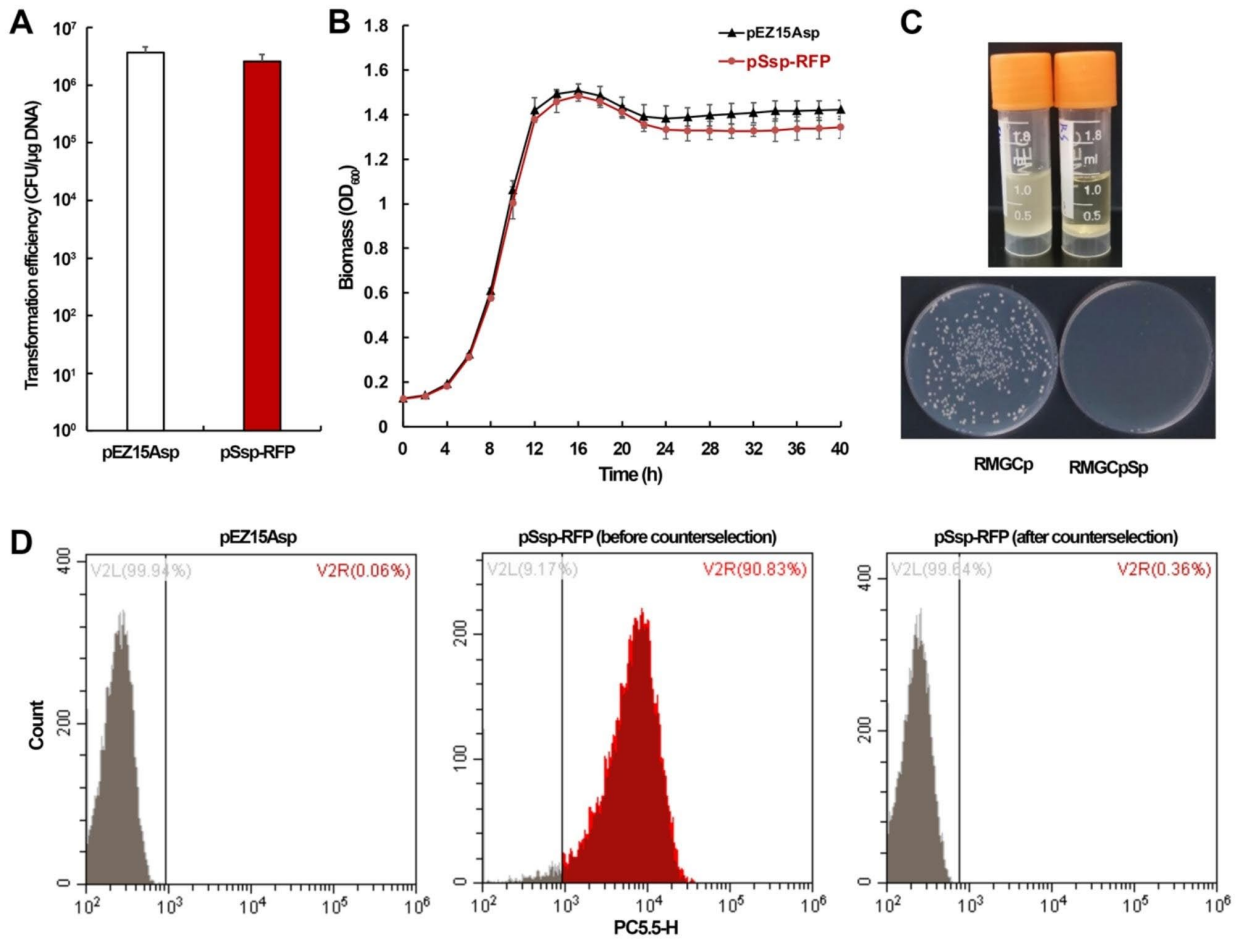
Plasmid curing using the clmPheS as a counterselection. (**A**) Transformation efficiencies of the shuttle vector pEZ15Asp and the clmPheS-expressing plasmid pSsp-RFP. Three replicates were performed for each DNA sample. (**B**) Growth curve measurements of the pEZ15Asp and pSsp-RFP transformants. Three replicates were performed for the experiment. (**C**) Examination of the counterselection effect of 4-CP on plasmid curing from the pSsp-RFP transformant. (**D**) Detection of RFP signal in cells of the pEZ15Asp transformant, and that of the pSsp-RFP transformant before and after 4-CP counterselection

Cells of pSsp-RFP transformants were then randomly chosen and transferred into a liquid RMGCp medium or RMGCp with spectinomycin (RMGCpSp) for 24-hour incubation. As shown in Fig. 2C, they could not grow up in RMGCpSp while grew normally in RMGCp (upper panel). Moreover, the growing cells could form colonies on agar plates of RMGCp but not RMGCpSp (lower panel). Speculatively, after counterselection the cells have lost the clmPheS-expressing plasmid pSsp-RFP, thus becoming resistant to 4-CP and sensitive to spectinomycin. Signal of red fluorescence in the transformants before counterselection could be detected, whereas not detectable in those undergone counterselection (Fig. 2D), further confirming the loss of pSsp-RFP after counterselection. All these combined results suggested that a clmPheS-expressing plasmid can be completely discarded by the cells immediately after culturing in an RMGCp medium, demonstrating the sufficiency of a single round of 4-CP counterselection for efficient plasmid curing.

### clmPheS allows for rapid multi-round CRISPR-Cas-based genome editing

We have previously made gene knockouts using the endogenous Type I-F CRISPR-Cas-based genome editing technology in *Z. mobilis* DRM1, a genetic host derived from ZM4 [13]. Despite of the high efficacy of the technology per se, the overall efficiency of multi-round genomic modifications was badly influenced by the difficulty in curing the stable pL2R scaffold-based genome editing plasmids. Since we have constructed the clmPheS counterselection marker, we would like to make use of it to facilitate plasmid curing, expediting multi-round genome editing.

Following the protocol we previously established [13, 14], we constructed multiplex genome editing plasmids, pCE-*recFOR* and pCE-*recJQ*_*1*_*Q*_*2*_, for simultaneously deleting the corresponding *recFOR* (*ZMO1584*, *ZMO0673*, and *ZMO0812*, respectively) and *recJQ*_*1*_*Q*_*2*_ (*ZMO1231*, *ZMO1214*, and *ZM1417*, respectively) genes that are involved in the RecF repair pathway [43]. In addition to the essential elements, i.e. an artificial CRISPR array and the donor DNA fragments, the clmPheS expression cassette was also put on each of the plasmids. Electroporating pCE-*recFOR* into the *Z. mobilis* DRM1 cells yielded more than 200 transformants, among which 10 were randomly picked up and genotypically characterized by colony PCR and Sanger sequencing. Results of colony PCR amplifying the fragments encompassing the targeted regions showed that 5 colonies had *recF* deletion, 5 colonies harbored the mutated *recO* alleles, and 8 colonies contained deletion of *recR* in their chromosomes, respectively giving PCR products with predicted sizes of 894 bp in Δ*recF*, 1,145 bp in Δ*recO*, and 1,153 bp in Δ*recR* strains (Fig. 3A). Collectively, all the tested cells harbored at least one of the expected deletions, showing an overall 100% editing efficiency. The rates of obtaining correct double (Δ*recFO*, Δ*recFR*, and Δ*recOR*) and triple (Δ*recFOR*) deletion mutants were 60% (6/10) and 30% (3/10), respectively (Fig. 3B).

**Fig. 3:**
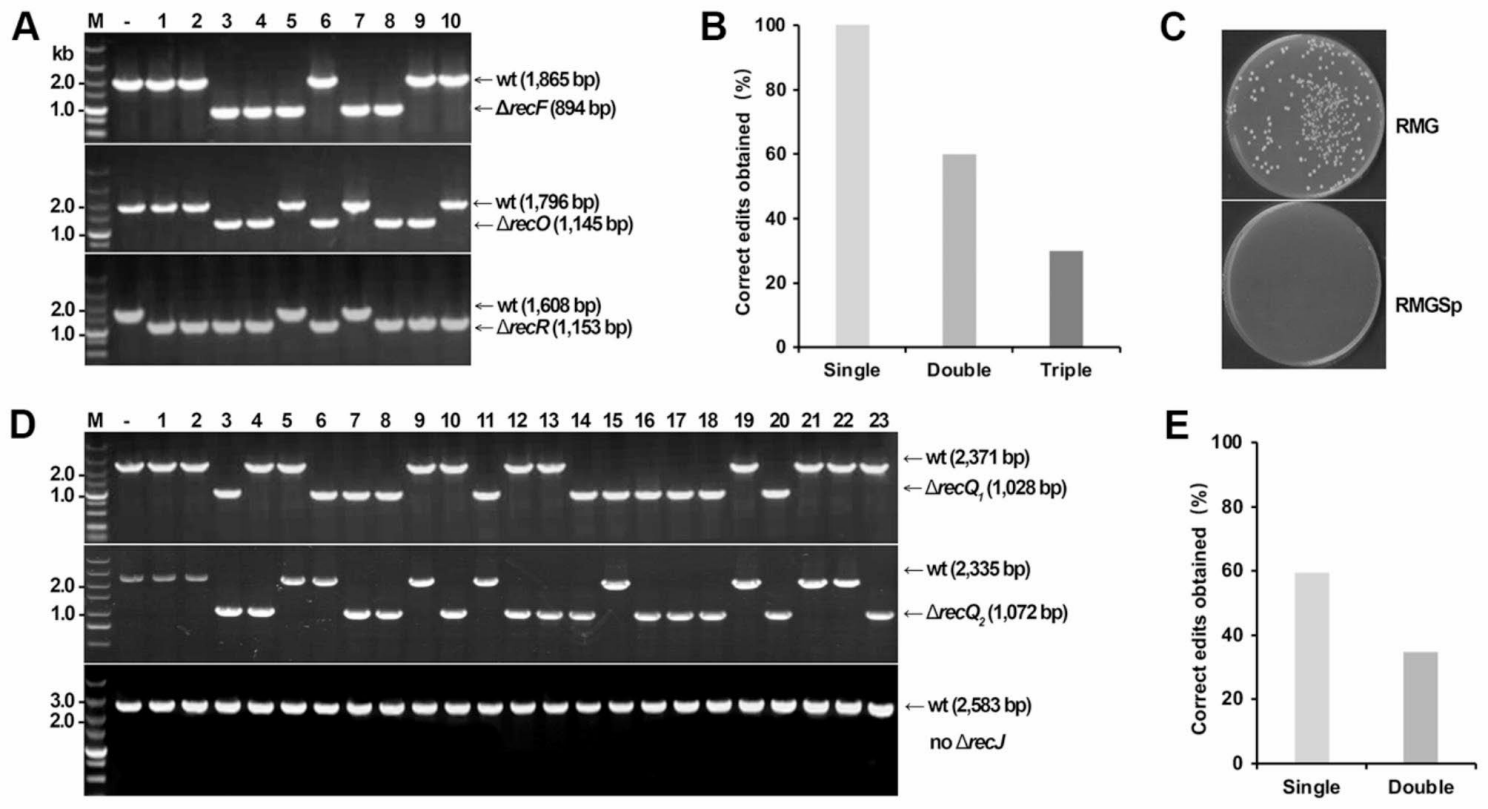
Multi-round multiplex genome editing with the assistance of clmPheS. (**A**) Colony PCR screening of deletion mutants yielded in the first round of multiplex genome editing simultaneously targeting the *recFOR* genes. Predicted sizes of PCR products were indicated. -, PCR amplification using chromosomal DNA of *Z. mobilis* ZM4 as a DNA template; M, DNA size marker. (**B**) Percentages of the correct colonies of single, double, and triple deletions verified in (**A**). (**C**) Examination of the counterselection effect of 4-CP on curing of the genome editing plasmid. (**D**) Colony PCR screening of deletion mutants yielded in the second round of multiplex genome editing simultaneously targeting the *recJQ*_*1*_*Q*_*2*_ genes. Predicted sizes of PCR products were indicated. -, PCR amplification using chromosomal DNA of *Z. mobilis* ZM4 as a DNA template; M, DNA size marker. (**E**) Percentages of the correct colonies of single and double deletions verified in (**D**)

To allow for a second round of genome editing with pCE-*recJQ*_*1*_*Q*_*2*_ in a Δ*recFOR* strain, we grew up the cells in an RMGCp liquid medium for 24-hour incubation to let them get rid of the pCE-*recFOR* plasmid. For double check, we made a 10^5^-fold dilution of the cells and spread them onto an RMG agar plate with or without spectinomycin. As shown in Fig. 3C, the cells could no longer grow on the spectinomycin-containing plate, indicating successful and high-efficiency curing of the editing plasmids. We next prepared competent cells of Δ*recFOR* for hosting a second round of transformation with the pCE-*recJQ*_*1*_*Q*_*2*_ plasmid. To our surprise, totally only 23 transformants were obtained from the pCE-*recJQ*_*1*_*Q*_*2*_ transformation, giving a much lower transformation efficiency than that seen in our previous studies. Looking for an explanation, we grew up all the 23 transformants and performed colony PCR and Sanger sequencing genotypic characterizations. The results showed that 16 colonies possessed deletion of at least one of the two *recQ* genes (Fig. 3D), which included 8 double deletants, exhibiting actually considerably high editing efficiencies (59.56% and 34.78% for single and double deletions, respectively) (Fig. 3E). However, all the *recJ* alleles remained a wild type, suggesting the essentiality of this gene for cell viability and possibly accounting for the observed low transformation efficiency. The mutations have been confirmed by Sanger sequencing of the PCR products (Fig. S1).

Conclusively, clmPheS has endowed very fast removal of genome editing plasmids from *Z. mobilis* cells. With its assistance, we have attained two rounds of CRISPR-Cas-based genome editing in 5 days where a total of 5 genes have been removed from the chromosome, which is obviously advanced because previously we had to spend at least two weeks to attain so [13].

### clmPheS enables scarless genetic manipulation of native plasmids

Next, to challenge scarless modifications of a nonessential native plasmid of *Z. mobilis* ZM4 [27] rather than lose it entirely, a positive and counterselection cassette was carefully designed and included in the pPE-*dctA* plasmid for knocking out the native pZM33 plasmid-borne non-essential *dctA* (*ZMOp33x010*) gene coding for a C4-dicarboxylate transporter [36]. 

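In ZM4 cells in log phase, dctA was expressed at 20.3 ± 5.28 RPKM (SD, n = 3 colonies), above its upstream neighbour ZMOp33x009 at 6.98 ± 2.39 RPKM in each of the 3 colonies. The dctA gene codes for a C4-dicarboxylate transporter. Its log2 ratio to ZMOp33x009 was 1.56 (SD 0.14 over the 3 colonies; adjusted p = 2.7e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The following genes stood higher still, with ZMOp33x011 at 41.6 ± 9.10 RPKM and ZMOp33x012 at 243 ± 19.1 RPKM (SD, n = 3 each). Their log2 ratios to ZMOp33x009 were 2.62 (adjusted p = 6.1e-39 from the same test) and 5.22 (adjusted p = 8.0e-126 from the same test).
In the authors' annotation of pZM33, ZMOp33x009 runs from 4763 to 6196, dctA from 6213 to 7508, ZMOp33x011 from 7630 to 8961 and ZMOp33x012 from 8958 to 10184, all on the plus strand. The gene before them, ZMOp33x008, lies on the minus strand from 3635 to 4540 at 13.3 ± 1.22 RPKM (SD, n = 3). The counts behind these levels were 200, 163 and 250 for ZMOp33x009 and 477, 469 and 689 for dctA in colonies 1, 2 and 3. ZMOp33x011 and ZMOp33x012 overlap at their ends, and the strand setting of the counting is not given in the sources used here.

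**Figure D1:**
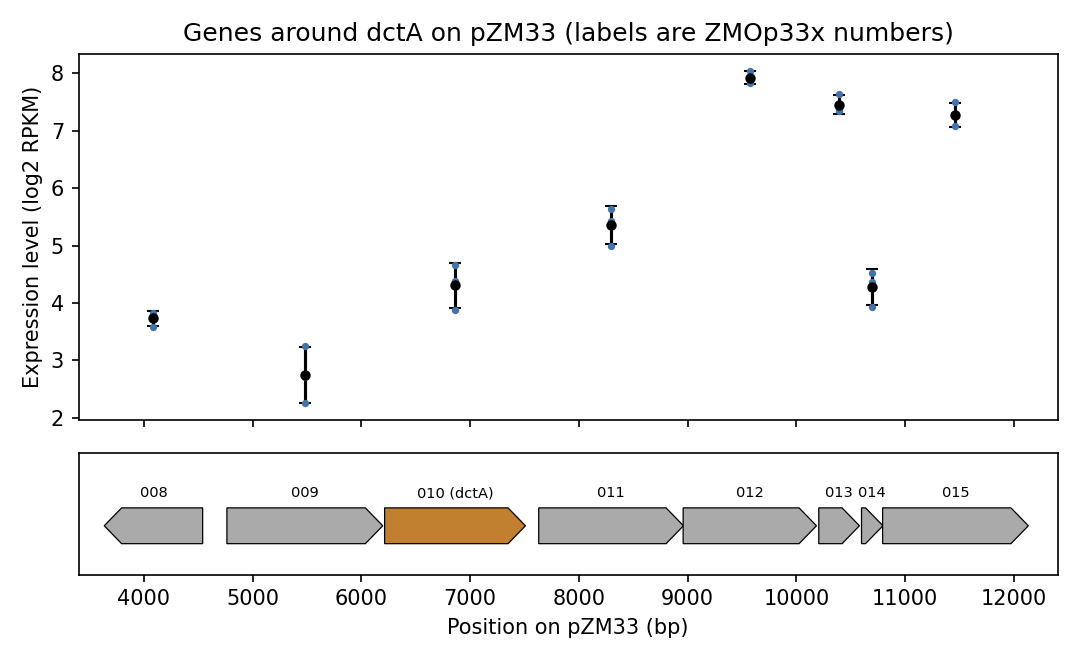
Expression level (log2 RPKM, upper panel) of the genes around dctA at their position on pZM33 in bp (arrows, lower panel). Black points and bars are the mean and SD of 3 colonies and blue points the single colonies; dctA at 4.31 lies above ZMOp33x009 at 2.75 and below ZMOp33x012 at 7.92.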

Briefly, as shown in Fig. 4A, a fragment consisting of the first 327 bp coding sequences of the *dctA* gene was presented as the gene arm (G-arm) and 5’-terminally fused to the chloramphenicol resistance gene (*cmr*), generating a fusion marker for positive selection. This fusion, together with a clmPheS expression cassette, formed a marker-clmPheS (MS) block. Two 300-bp sequneces immediately upstream and downstream, respectively, of the *dctA* gene were set as the left and the right arms (L-arm and R-arm) and put behind the MS block. We inferred that after electroporating the pPE-*dctA* plasmid into the host cells, the fusion marker could not be expressed from this episomal plasmid due to missing a promoter; however, if recombination between the G-arm and the R-arm occurred, the MS block would replace the *dctA* gene, making the fusion marker be coexpressed with the *ZMOp33x009* gene by the upstream promoter P_*009*_ to enable selection for chloramphenicol-resistant transformants.

**Fig. 4:**
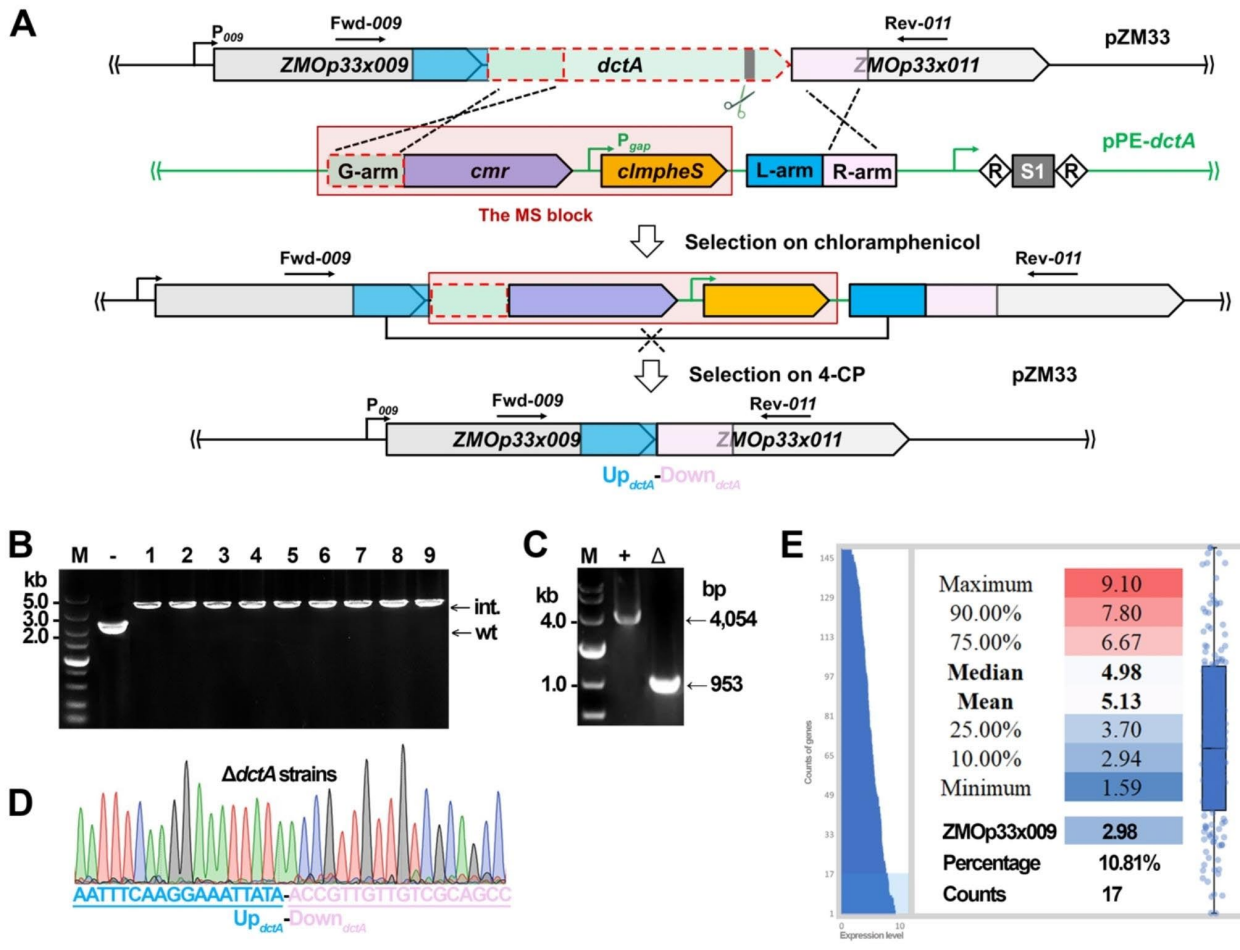
Native pZM33 plasmid editing with the assistance of clmPheS. (**A**) Schematic showing design of the deletion of the *dctA* gene located on the pZM33 native plasmid of *Z. mobilis* ZM4. The pPE-*dctA* plasmid harbors a MS block consisting of the chloramphenicol resistance gene, an artificial CRISPR with a spacer targeting a sequence in the *dctA* gene, and two arms (L-arm and R-arm) for homologous recombination. While transformants with the integration of the MS block into pZM33 are selected on chloramphenicol; the expected deletant is selected on 4-CP upon recombination between two L-arms, resulting in a sequence junction of the L- and R-arms. P_*009*_, promoter of the *ZMOp33x009* gene; *cmr*, chloramphenicol resistance gene. (**B**) PCR screening of *dctA*::MS recombinants using the primer set of Fwd-*009* and Rev-*011* indicated in (**A**). PCR products amplified from the transformants carrying the pZM33 plasmid with or without the integration of the MS block are indicated as int. and wt, respectively. -, PCR amplification using the total DNA of *Z. mobilis* ZM4 as a DNA template. M, DNA size marker. (**C**) PCR amplification verifying the Δ*dctA* mutant. The predicted sizes of PCR products in the *dctA*::MS recombinant (+) and Δ*dctA* mutant (D) are indicated with arrows. M, DNA size marker. (**D**) Representative chromatograph of Sanger sequencing result. The junction of the sequences immediately upstream and downstream of the *dctA* gene corresponding to the L- and R-arms pictured in (**A**) is showcased. (**E**) Statistical analysis of expression levels of the native plasmids-borne genes based on 3 RNA-Seq transcriptomic data. Gene expression levels and the corresponding gene counts are indicated. The expression value of *ZMOp33x009* and the percentage and counts of genes with expression levels below this value are shown at the bottom

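In the authors' deposited FPKM table, 148 native plasmid genes had a value above 0, and their mean log2(FPKM + 1) over the 3 colonies ran from 1.59 to 9.10. The median was 4.98 and the mean 5.13, with 3.70 at the 25% and 6.67 at the 75% quantile, and 2.94 at the 10% and 7.80 at the 90% quantile. ZMOp33x009 stood at 2.98, close to the 10% quantile. The paper also gives 2.98 for ZMOp33x009. The addition of 1 FPKM before the log2 was chosen by that match, so the match is no independent check. In this distribution 15 genes (10.1%) lay below ZMOp33x009, where the paper gives 17 genes and 10.81%. ZMOp32x014 and ZMOp36x014 were listed at 0 in all 3 colonies and are outside this distribution. In the RPKM made from the counts, which follow the other annotation, 140 plasmid genes had a median log2 RPKM of 4.96.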

Electraporation of the pPE*-dctA* plasmid into the *Z. mobilis* ZM4 cells yielded a total of 9 transformants on the RMGSpCm plates, suggesting that CRISPR-targeting had led to elimination of the native pZM33 plasmid from most of the cells. Successful integration of the MS block might have happened to confer these obtained transfromants chloramphenicol resistance. For verification, we performed colony PCR analysis of the transformants using a primer pair of Fwd-*009* + Rev-*011* (Fig. 4A). PCR products with a predicted size of 2,249 or 4,054 bp were expected to be amplified from the wild-type allele (wt) or the designed mutant allele with the integration (int.), respectively. The results showed that a band of ca. 4 kb was amplified in all the 9 strains, suggesting that they all harbored the integration of the MS block (Fig. 4B); and the integration could be efficiently excised via recombination between the homologous L-arms by 0.2 mM 4-CP selection, which was subsequently confirmed by PCR analysis using the same primer set amplifying products with a predicted size of 953-bp and Sanger sequencing (Fig. 4C & D). Interestingly, by taking the same strategy, a fragment covering genes coding for a Type I restriction-modification system (*ZMOp32x025*/*hsdR*_*p*_, *ZMOp32x026*/*hsdM*_*p*_ and *ZMOp32x029*/*hsdS*_*p*_) [6] was also successfully removed from the native pZM32 plasmid, albeit less efficiently (Fig. S2).

Despite the successes, an outstanding concern has to be addressed, that is, since in each case the native promoter of a target gene was expected to drive the expression of the fusion marker to render the cells chloramphenicol resistance, possibly only genes with relatively stronger promoters can be edited. To this end, we performed transcriptomic analysis to reveal the expression of the native plasmids-carried genes. 

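Total RNA of Z. mobilis ZM4, an ethanol-producing bacterium with 4 native plasmids (pZM32, pZM33, pZM36 and pZM39), was sequenced from 3 colonies grown to log phase. This was the only condition, so levels are compared between genes of the same colony. The sample titles begin with DRM3, while the labels for cell line and genotype give wild-type ZM4, and the sources used here do not say what DRM3 stands for. Counts assigned to genes were 14619163 in colony 1, 17278446 in colony 2 and 36215268 in colony 3. Genes on the native plasmids took 0.895%, 0.736% and 0.676% of these counts.
The authors trimmed adapters and bases of low quality with Trim Galore, mapped the reads with HISAT2 and counted them per gene with featureCounts. Their deposited counts cover 142 genes on the plasmids, and their FPKM table covers 1946 genes of a second annotation, 150 of them on the plasmids with the ZMOp names of the paper. The tables were joined where the ratio of the 2 levels was constant in all 3 colonies within a log2 tolerance of 1e-05, which paired 998 genes and 86 plasmid genes. A plasmid gene without a pair keeps its ZMO1_RS identifier. RPKM was computed from the counts, scaled to the gene length and to the counts in all genes of the library, for the 140 plasmid genes with a mean of at least 1 count. Each was tested against ZMOp33x009 within the colonies with edgeR's quasi-likelihood test. All tests share the counts of ZMOp33x009 and take them as fixed, so their errors are not independent. The test also pools information on spread over the plasmid genes. A small p-value therefore does not measure a gene's own spread between the colonies alone. The p-values cover only these 3 colonies.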

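ZMOp33x009 was lower than the middle of the plasmid genes in every colony. Its log2 RPKM lay below the median of the 140 genes by 2.16, 2.25 and 2.52 in colonies 1, 2 and 3, a mean difference of -2.31 ± 0.19 (SD, n = 3), or 4.95-fold. Against the mean log2 RPKM of all genes the difference was -2.40 ± 0.21 (SD, n = 3), or 5.28-fold. Both differences are over 10 times the spread between colonies, and an exact two-sided sign-flip test gives p = 0.25 for each, the smallest that 3 colonies allow. Without scaling by gene length, the difference from the median was -0.94.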

We found that the expression level of *ZMOp33x009* is significantly lower than the mean and median values of all genes. Significantly, only a small portion (10.81%) of the predicted ORFs (in a total of 150) [36], i.e. 17 genes, show lower expression levels than that of *ZMOp33x009* (Fig. 4E & Table S4). 

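In the RPKM made from the counts, 11 of 140 plasmid genes (7.86%) had a mean level below ZMOp33x009, and 116 of the other 139 were higher than it at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 116 include ZMOp36x043 (adjusted p = 0.048 from that test), which lay above ZMOp33x009 in only 1 of the 3 colonies. 7 genes were lower past the same test. The lowest was ZMO1_RS09760 of pZM36 at 1.65 ± 0.735 RPKM (SD, n = 3), with a log2 ratio to ZMOp33x009 of -1.86 (adjusted p = 6.3e-06 from the same test) and only 6, 3 and 17 counts. ZMOp36x042 had a log2 ratio of -1.29 (adjusted p = 1.1e-05), ZMOp36x005 of -1.24 (adjusted p = 6.6e-05), ZMOp36x046 of -0.89 (adjusted p = 0.0041) and ZMOp36x045 of -0.76 (adjusted p = 0.0091). The other 2, ZMO1_RS10140 and ZMO1_RS10145, lie on pZM32. ZMOp36x007, ZMOp39x003 and ZMOp36x006 had lower means that did not pass the test (adjusted p = 0.052, 0.0501 and 0.47), and neither did ZMO1_RS10125 of pZM32 (adjusted p = 0.42).
By plasmid, 7 of the 11 genes lay on pZM36, 3 on pZM32, 1 on pZM39 and none of the 39 genes of pZM33 (permutation p = 0.040 over genes, and 0.13 with operons kept whole). ZMOp33x009 is 1 of these 39 genes and was kept in the permutation, though it cannot lie below itself. The permutation p over genes was 0.27, 0.16 and 0.11 without colony 1, 2 or 3. With the deposited FPKM, 11 of 15 low genes lay on pZM36 (permutation p = 0.0038). Without colony 1, 2 genes were lower past edgeR's test, and without gene length in the offset 34 were lower and 82 higher. Among the 148 genes of the deposited FPKM table, the low ones included ZMOp36x003 and ZMOp39x017, both with a mean log2(FPKM + 1) of 1.59, ZMOp36x047 with 1.95, ZMOp36x050 with 2.40, ZMOp36x034 with 2.47, ZMOp39x024 with 2.68 and ZMOp36x002 with 2.85.

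**Figure D2:**
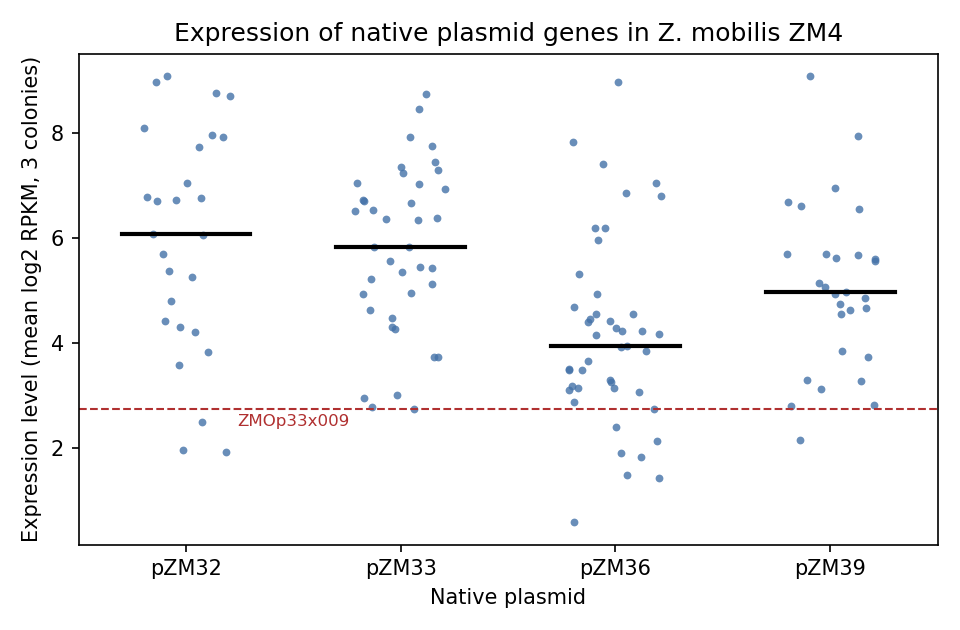
Mean log2 RPKM of the 140 plasmid genes over 3 colonies, 1 point per gene, by native plasmid, with black bars at the median of these gene means on each plasmid. The dashed line is ZMOp33x009 at 2.75, and 7 of the 11 points under it are on pZM36.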

We noticed that, of the 17 genes, 11 are located at the distal end of different operons, explaining their relatively lower expression levels (Table S4). Moreover, we could not rule out the possibility that, even if the expression level of the *cmr* gene were lower than that of *ZMOp33x009*, it may still sufficient for conferring on cells chloramphenicol resistance. 

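Of the 11 genes below ZMOp33x009 in the RPKM made from the counts, 2 were last in an operon of at least 2 genes, ZMOp36x005 and ZMO1_RS10125. Of the other 129 plasmid genes, 33 were last in an operon. No difference between these shares, 18.2% and 25.6%, was detected by Fisher's exact test (two-sided p = 0.73). Without colony 3 the direction turned, with 33.3% of the low genes and 24.2% of the others last (Fisher's exact test, two-sided p = 0.49). Without colony 1 or 2 the low genes kept the smaller share, 14.3% and 13.3%. Several of the low genes were inside an operon, with ZMOp36x045, ZMOp36x046 and ZMO1_RS09760 next to each other on the plus strand of pZM36 from 34954 to 36436. The last gene called in that operon, ZMO1_RS09510, had 0 counts in all 3 colonies and is outside the 140 genes. It is also the last gene on the record of pZM36. Operons were not continued from the end of a record to its start, so its place as last is not settled. With the 2 plasmid genes of 0 counts counted as below, 3 of 13 were last (Fisher's exact test, two-sided p = 1). In all, 6 of the 11 were at a position other than the first, against 44 of the 129 (Fisher's exact test, two-sided p = 0.20). Operons were called here as neighbours on the same strand with a gap of at most 50 bp, without any measured transcript ends, and their limits are not those of Table S4 for every gene.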

All these combined results would suggest the universal functionality of this system for native plasmids editing in *Z. mobilis* ZM4.

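Genes far above ZMOp33x009 were found on each native plasmid. On pZM32, ZMOp32x002 reached 540.3 ± 61.7 RPKM and ZMOp32x023 501 ± 83.5 RPKM (SD, n = 3 each). On pZM33, ZMOp33x031 stood at 434 ± 117 RPKM and ZMOp33x019 at 351 ± 46.2 RPKM. On pZM36, ZMOp36x032 stood at 519 ± 192 RPKM and ZMOp36x029 at 226 ± 27.3 RPKM, and on pZM39, ZMO1_RS09925 at 542 ± 91.2 RPKM and ZMOp39x008 at 244 ± 5.13 RPKM. The median log2 RPKM was 6.17 ± 0.21 on pZM32, 5.87 ± 0.21 on pZM33, 5.11 ± 0.33 on pZM39 and 4.01 ± 0.57 on pZM36 (SD, n = 3 colonies each; permutation p = 0.0010 for genes shuffled over plasmids, which treats genes as independent).
The paper starts from the concern that the native promoter of a target gene has to drive the fusion marker. It reasons that only a small portion of the plasmid genes are expressed below ZMOp33x009, and explains the level of most of these by their distal place in operons. It adds that a cmr gene expressed below ZMOp33x009 may still be sufficient for chloramphenicol resistance. The paper also reports that dctA was deleted from pZM33 and, with less efficiency, the restriction and modification genes from pZM32. From all its results combined, it proposes that the system works for editing native plasmids of ZM4 in general.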

We observed that very few transformants could be yielded, being 9 and 1 in the transformations with pPE*-dctA* and pPE*-hsd*, respectively (Fig. 4 & S2), reflecting that CRISPR-targeting has made most of the cells lose the targeted plasmids and hence perturbing the integration of the fusion marker to code for the chloramphenicol resistance. This is in line with the demonstration that due to the non-essentiality of the native plasmids, they can be easily removed as a whole by CRISPR-targeting [15]. It might be suggestive of the difficulty in modifying a given gene rather than lose the entire native plasmid carrying it. Nonetheless, we have already achieved modification of the native plasmids, which allows us to investigate functions of the plasmid genes as well as the functions and contributions of these plasmids to cell fitness in the future. When stable inheritance of metabolic operons in commercial strains is in need, the native pZM33 plasmid represents a preferred option over the chromosome, as it can be stably maintained in the cells and its relatively higher copy number [36] would favor elevated production levels.

## Conclusions

In this work, we reported the establishment of one of the most convenient counterselection markers available for *Z. mobilis* based on a conditional lethal mutant of PheS, clmPheS. It can be simply expressed from an episomal plasmid without the requirement for silencing the original *pheS* gene or other pretreatment of the host cells. Coupling it with the endogenous Type I-F CRISPR-based genome engineering platform, rapid multi-round multiplex engineering of the chromosome has been efficiently accomplished, allowing deletion of 5 genes in only 5 days. It would be of particular importance in functional characterization of pathways or systems where multiple genes are typically involved. In addition, it has allowed the development of a method for scarless modification of native plasmids in *Z. mobilis*, thus providing us with a useful tool to demonstrate the functions and contributions of the native plasmids to cell fitness. The method developed here would be also useful for other non-model organisms.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The authors declare that the main data supporting the findings of this work are available within the article and its supplementary information files or from the corresponding authors upon reasonable request.

## References

[1] He MX, Wu B, Qin H, Ruan ZY, Tan FR, Wang JL, Shui ZX, Dai LC, Zhu QL, Pan K (2014). *Zymomonas mobilis*: a novel platform for future biorefineries. Biotechnol Biofuels.

[2] Yang S, Fei Q, Zhang Y, Contreras LM, Utturkar SM, Brown SD, Himmel ME, Zhang M (2016). *Zymomonas mobilis* as a model system for production of biofuels and biochemicals. Microb Biotechnol.

[3] Mohagheghi A, Evans K, Chou YC, Zhang M (2002). Cofermentation of glucose, xylose, and arabinose by genomic DNA-integrated xylose/arabinose fermenting strain of *Zymomonas mobilis* AX101. Appl Biochem Biotechnol.

[4] Wang X, He Q, Yang Y, Wang J, Haning K, Hu Y, Wu B, He M, Zhang Y, Bao J (2018). Advances and prospects in metabolic engineering of *Zymomonas mobilis*. Metab Eng.

[5] Strazdina I, Balodite E, Lasa Z, Rutkis R, Galinina N, Kalnenieks U (2018). Aerobic catabolism and respiratory lactate bypass in *ndh*-negative *Zymomonas mobilis*. Metab Eng Commun.

[6] Lal PB, Wells F, Myers KS, Banerjee R, Guss AM, Kiley PJ (2021). Improving mobilization of foreign DNA into *Zymomonas mobilis* strain ZM4 by removal of multiple restriction systems. Appl Environ Microbiol.

[7] Geng B, Huang X, Wu Y, He Q, Yang S. Identification and characterization of genes related to ampicillin antibiotic resistance in *Zymomonas mobilis*. Antibiot (Basel). 2022;11:1476.10.3390/antibiotics11111476PMC968680836358131

[8] Bochner B, Gomez V, Ziman M, Yang S, Brown SD (2010). Phenotype microarray profiling of *Zymomonas mobilis* ZM4. Appl Biochem Biotechnol.

[9] Lal PB, Wells FM, Lyu Y, Ghosh IN, Landick R, Kiley PJ (2019). A markerless method for genome engineering in *Zymomonas mobilis* ZM4. Front Microbiol.

[10] Lal PB, Wells F, Kiley PJ (2022). Creation of markerless genome modifications in a nonmodel bacterium by fluorescence-aided recombineering. Methods Mol Biol.

[11] Zou SL, Hong LF, Wang C, Jing X, Zhang MH (2012). Construction of an unmarked *Zymomonas mobilis* mutant using a site-specific FLP recombinase. Food Technol Biotech.

[12] Schweizer HP (2003). Applications of the *Saccharomyces cerevisiae* FLP-FRT system in bacterial genetics. J Mol Microbiol Biotechnol.

[13] Zheng Y, Han J, Wang B, Hu X, Li R, Shen W, Ma X, Ma L, Yi L, Yang S, Peng W (2019). Characterization and repurposing of the endogenous type I-F CRISPR-Cas system of *Zymomonas mobilis* for genome engineering. Nucleic Acids Res.

[14] Hao Y, Wang Q, Li J, Yang S, Zheng Y, Peng W. Double nicking by RNA-directed Cascade-nCas3 for high-efficiency large-scale genome engineering. Open Biol 2022; 12.10.1098/rsob.210241PMC875316435016549

[15] Geng B, Liu S, Chen Y, Wu Y, Wang Y, Zhou X, Li H, Li M, Yang S (2022). A plasmid-free *Zymomonas mobilis* mutant strain reducing reactive oxygen species for efficient bioethanol production using industrial effluent of xylose mother liquor. Front Bioeng Biotechnol.

[16] Xia J, Liu CG, Zhao XQ, Xiao Y, Xia XX, Bai FW (2018). Contribution of cellulose synthesis, formation of fibrils and their entanglement to the self-flocculation of *Zymomonas mobilis*. Biotechnol Bioeng.

[17] Senthilkumar V, Rajendhran J, Busby SJ, Gunasekaran P (2009). Characterization of multiple promoters and transcript stability in the *sacB-sacC* gene cluster in *Zymomonas mobilis*. Arch Microbiol.

[18] Braga A, Gomes D, Rainha J, Cardoso BB, Amorim C, Silverio SC, Fernandez-Lobato M, Rodrigues JL, Rodrigues LR (2022). Tailoring fructooligosaccharides composition with engineered *Zymomonas mobilis* ZM4. Appl Microbiol Biotechnol.

[19] Wu S, Xu R, Su M, Gao C, Liu Y, Chen Y, Luan G, Jia X, Wang R (2022). A *pyrF*-based efficient genetic manipulation platform in *Acinetobacter baumannii* to explore the vital DNA components of adaptive immunity for I-F CRISPR-Cas. Microbiol Spectr.

[20] Jones RA, Yee WX, Mader K, Tang CM, Cehovin A. Markerless gene editing in *Neisseria gonorrhoeae*. Microbiology. 2022;168(6):001201.10.1099/mic.0.00120135763318

[21] Chen L, Liu H, Wang L, Tan X, Yang S (2021). Synthetic counter-selection markers and their application in genetic modification of *Synechococcus elongatus* UTEX2973. Appl Microbiol Biotechnol.

[22] Bibek GC, Zhou P, Wu C (2023). HicA toxin-based counterselection marker for allelic exchange mutations in *Fusobacterium nucleatum*. Appl Environ Microbiol.

[23] Ishikawa M, Yokoe S, Kato S, Hori K (2018). Efficient counterselection for *Methylococcus capsulatus* (bath) by using a mutated *pheS* gene. Appl Environ Microbiol.

[24] Xin Y, Guo T, Mu Y, Kong J (2017). Development of a counterselectable seamless mutagenesis system in lactic acid bacteria. Microb Cell Fact.

[25] Liu Y, He X, Zhu P, Cheng M, Hong Q, Yan X (2020). *pheS (AG)* based rapid and efficient markerless mutagenesis in *Methylotuvimicrobium*. Front Microbiol.

[26] Carr JF, Danziger ME, Huang AL, Dahlberg AE, Gregory ST (2015). Engineering the genome of *Thermus thermophilus* using a counterselectable marker. J Bacteriol.

[27] Wang Y, Yuan L, Tao H, Jiang W, Liu C (2018). *pheS** as a counter-selectable marker for marker-free genetic manipulations in *Bacillus anthracis*. J Microbiol Methods.

[28] Schuster CF, Howard SA, Grundling A (2019). Use of the counter selectable marker PheS* for genome engineering in *Staphylococcus aureus*. Microbiol (Reading).

[29] Gao G, Wei D, Li G, Chen P, Wu L, Liu S, Zhang Y (2022). Highly effective markerless genetic manipulation of *Streptococcus suis* using a mutated PheS-based counterselectable marker. Front Microbiol.

[30] Kast P, Hennecke H (1991). Amino acid substrate specificity of *Escherichia coli* phenylalanyl-tRNA synthetase altered by distinct mutations. J Mol Biol.

[31] Miyazaki K (2015). Molecular engineering of a PheS counterselection marker for improved operating efficiency in *Escherichia coli*. Biotechniques.

[32] Yang S, Mohagheghi A, Franden MA, Chou YC, Chen X, Dowe N, Himmel ME, Zhang M (2016). Metabolic engineering of *Zymomonas mobilis* for 2,3-butanediol production from lignocellulosic biomass sugars. Biotechnol Biofuels.

[33] Okamoto T, Nakamura K (1992). Simple and highly efficient transformation method for *Zymomonas mobilis* - electroporation. Biosci Biotechnol Biochem.

[34] Horton RM, Cai ZL, Ho SN, Pease LR (1990). Gene splicing by overlap extension: tailor-made genes using the polymerase chain reaction. Biotechniques.

[35] Xia Y, Li K, Li J, Wang T, Gu L, Xun L (2019). T5 exonuclease-dependent assembly offers a low-cost method for efficient cloning and site-directed mutagenesis. Nucleic Acids Res.

[36] Yang S, Vera JM, Grass J, Savvakis G, Moskvin OV, Yang Y, McIlwain SJ, Lyu Y, Zinonos I, Hebert AS (2018). Complete genome sequence and the expression pattern of plasmids of the model ethanologen *Zymomonas mobilis* ZM4 and its xylose-utilizing derivatives 8b and 2032. Biotechnol Biofuels.

[37] Chudakov DM, Matz MV, Lukyanov S, Lukyanov KA (2010). Fluorescent proteins and their applications in imaging living cells and tissues. Physiol Rev.

[38] Utturkar S, Dassanayake A, Nagaraju S, Brown SD (2020). Bacterial differential expression analysis methods. Methods Mol Biol.

[39] Rice P, Longden I, Bleasby A (2000). EMBOSS: the European Molecular Biology Open Software Suite. Trends Genet.

[40] Kim D, Paggi JM, Park C, Bennett C, Salzberg SL (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat Biotechnol.

[41] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[42] Song H, Yang Y, Li H, Du J, Hu Z, Chen Y, Yang N, Mei M, Xiong Z, Tang K (2022). Determination of nucleotide sequences within promoter regions affecting promoter compatibility between *Zymomonas mobilis* and *Escherichia coli*. ACS Synth Biol.

[43] Pages V (2016). Single-strand gap repair involves both RecF and RecBCD pathways. Curr Genet.

# Supplementary material for: Development of a counterselectable system for rapid and efficient CRISPR-based genome engineering in Zymomonas mobilis
**Source:** Microb Cell Fact. 2023 Oct 13;22:208. doi: 10.1186/s12934-023-02217-9
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Fig. S1** Representative chromatographs of Sanger sequencing results of *rec* gene deletion mutants shown in Figure 3. The up-flanking (UF) and down-flanking (DF) sequences of each target gene are underlined in blue and red, respectively.

**
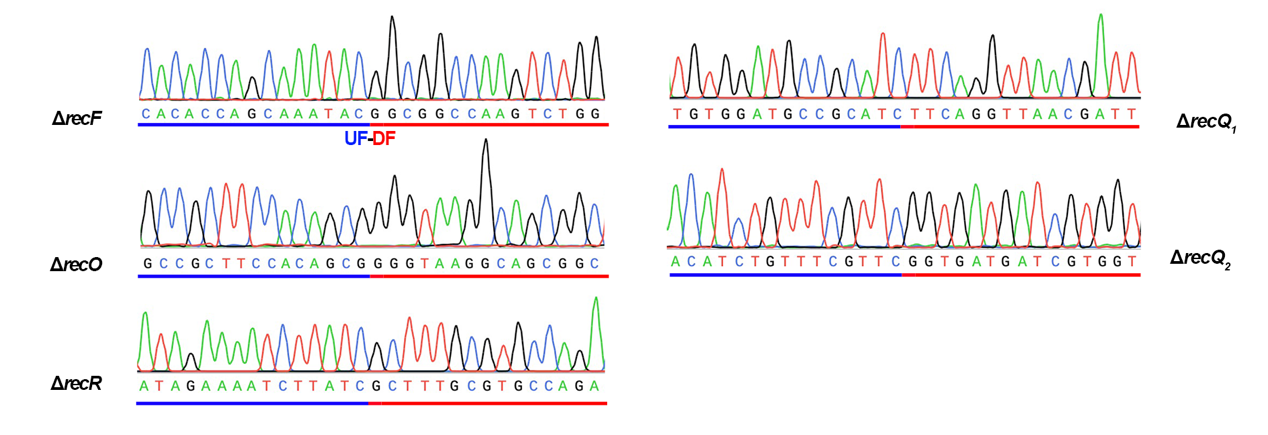
**

**Fig. S2 Native pZM32 plasmid editing with the assistance of clmPheS.** (**A**) Schematic showing design of the deletion of the *hsd* operon located on the pZM32 native plasmid of *Z. mobilis* ZM4. The pPE-*hsd* plasmid harbors a MS block consisting of chloramphenicol resistance gene, an artificial CRISPR with a spacer targeting a sequence in the *hsdRp* gene, and two arms (L-arm and R-arm) for homologous recombination. While transformants with the integration of the MS block into pZM32 are selected on chloramphenicol; the expected deletant is selected on 4-CP upon recombination between two L-arms, resulting in a sequence junction of the L- and R-arms. P*hsd*, promoter of the *hsd* operon; *cmr*, chloramphenicol resistance gene. (**B**) PCR screening of *hsd*::MS recombinants using the primer set of Fwd-*hsd* and Rev-*hsd* indicated in (**A**). PCR products amplified from the transformants carrying the pZM32 plasmid with or without the integration of the MS block are indicated as int. and wt, respectively. M, DNA size marker. (**C**) PCR amplification verifying the D*hsd* mutant. The predicted sizes of PCR products in the *hsd*::MS recombinant (+) and D*hsd* mutant (D) are indicated with arrows. M, DNA size marker. (**D**) Representative chromatograph of Sanger sequencing result. The junction of the sequences immediately upstream and downstream of the *hsd* operon corresponding to the L- and R-arms pictured in (**A**) is showcased.

**
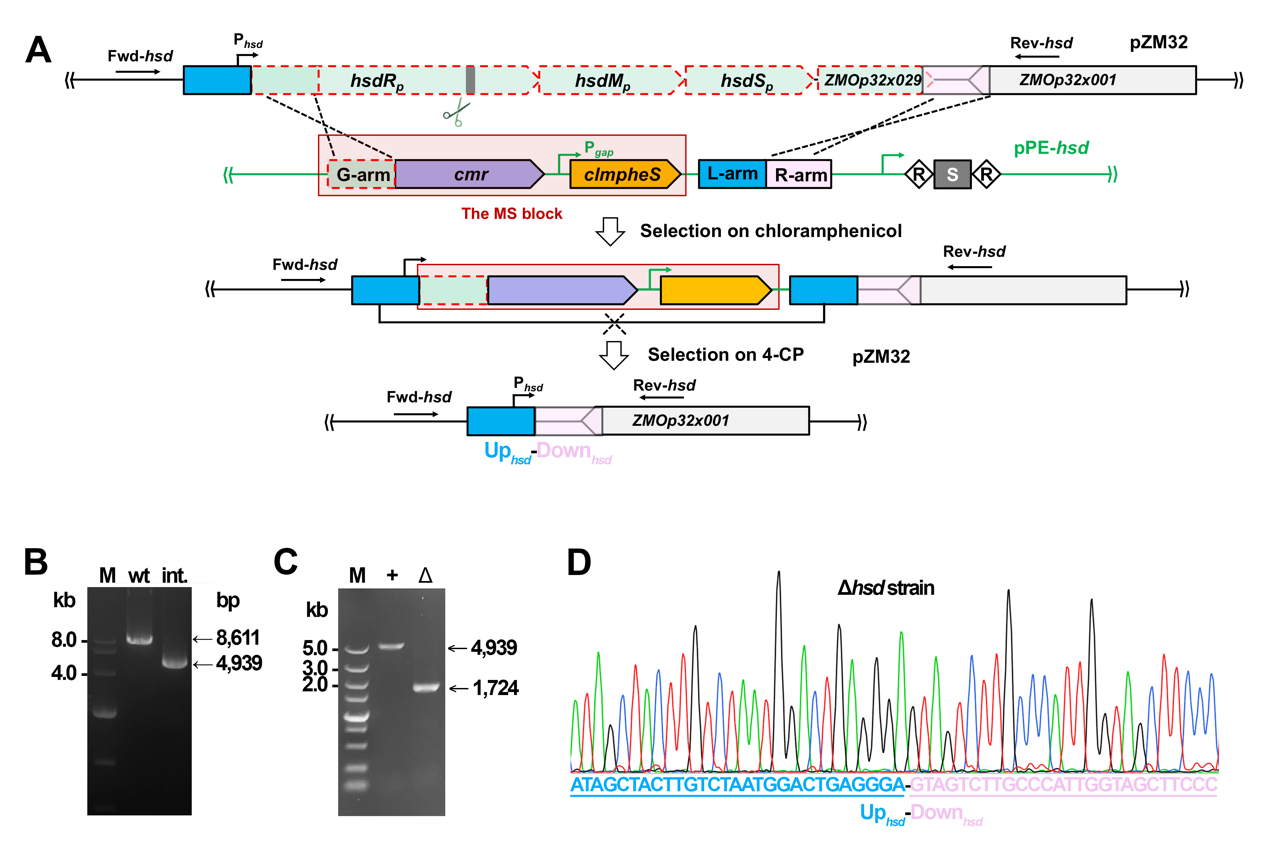
**

**Table S1. *Zymomonas mobilis* strains used or constructed in this work.**

| **Strains** | **Genotype and features** | **Source or reference** |
| --- | --- | --- |
| ZM4 | A wild-type strain *Z. mobilis* subsp. *mobilis ZM4* | Seo *et al*. 2005 |
| DRM1 | ZM4 derivative with the entire *ZMO0028* gene deleted | Zheng *et al.* 2019 |
| ∆*recF* | DRM1 derivative with the entire *recF* gene deleted | This work |
| ∆*recO* | DRM1 derivative with the entire *recO* gene deleted | This work |
| ∆*recR* | DRM1 derivative with the entire *recR* gene deleted | This work |
| ∆*recQ1* | DRM1 derivative with the entire ∆*recQ1* gene deleted | This work |
| ∆*recQ2* | DRM1 derivative with the entire ∆*recQ2* gene deleted | This work |
| ∆*recFR* | DRM1 derivative with the genes of *recF* and *recR* deleted | This work |
| ∆*recOR* | DRM1 derivative with the genes of *recO* and *recR* deleted | This work |
| ∆*recFOR* | DRM1 derivative with the genes of recF, *recO* and *recR* deleted | This work |
| ∆*recQ1Q2* | DRM1 derivative with the genes of *recQ1* and *recQ2* deleted | This work |
| ∆*dctA*::MS | DRM1 derivative with the replacement of the *dctA* gene of the native pZM33 plasmid with the chloramphenicol resistance marker-PheS (MS) block | This work |
| ∆*hsd*::MS | DRM1 derivative with the replacement of the 3-gene *hsd* operon located on the native pZM32 plasmid with the chloramphenicol resistance marker-PheS (MS) block | This work |

**Table S2. Plasmids used or constructed in this work.**

| **Plasmids** | **Genotype and features** | **Source or reference** |
| --- | --- | --- |
| pEZ15Asp | A *Z. mobilis-E. coli* shuttle vector contains a *Z. mobilis* origin and the *E. coli* origin 15A; Spr | Yang *et al.* 2016 |
| pSsp | pEZ15Asp carrying a clm-PheS expression cassette | This work |
| pSsp-RFP | pSsp carrying an mCherry expression cassette | This work |
| pL2R | pEZ15Asp containing a DNA fragment of two tandem copies of CRISPR repeat; for artificial CRISPR loci construction | Zheng *et al.* 2019 |
| pCE-*recFOR* | pL2R derivative containing a CRISPR locus with three spacers respectively matching protospacers within the genes of *recF*, *recO*, and *recR*, and three ca. 600-bp concatenated donors of recombination arms homologous to the sequences flanking each target | This work |
| pCE-*recJQ1Q2* | pL2R derivative containing a CRISPR locus with three spacers respectively matching protospacers within the genes of *recJ*, *recQ1*, and *recQ2*, and three ca. 600-bp concatenated donors of recombination arms homologous to the sequences flanking each target | This work |
| pPE-*dctA* | pL2R derivative containing a CRISPR locus with a spacer matching a protospacer in *dctA*, a donor of recombination arms consisting of a MS block and sequences flanking *dctA* | This work |
| pPE-*hsd* | pL2R derivative containing a CRISPR locus with a spacer matching a protospacer in *hsdR*, a donor of recombination arms consisting of a MS block and sequences flanking the four-gene *hsd* operon | This work |

**Table S3**. Oligonucleotides used in this work. Restriction sites or protruding nucleotides underlined; mutations in bold; sequences overlapped with plasmid shown as italics.

**Table S4. Plasmid genes with expression levels lower than that of *ZMOp33x009* (2.98).**

| **Gene Name** | **Expression Level** | **Relative location within an operon** |
| --- | --- | --- |
| *ZMOp32x019* | 2.88 | Orphan |
| *ZMOp32x031* | 2.71 | Orphan |
| *ZMOp36x002* | 2.85 | 7th of an 8-gene operon |
| *ZMOp36x003* | 1.59 | 8th of an 8-gene operon |
| *ZMOp36x005* | 1.98 | 2nd of a 4-gene operon |
| *ZMOp36x006* | 2.73 | 3nd of a 4-gene operon |
| *ZMOp36x007* | 2.49 | 4th of a 4-gene operon |
| *ZMOp36x034* | 2.47 | 2nd of a 4-gene operon |
| *ZMOp36x041* | 1.93 | 2nd of a 2-gene operon |
| *ZMOp36x045* | 2.31 | 3rd of a 5-gene operon |
| *ZMOp36x046* | 2.24 | 4th of a 5-gene operon |
| *ZMOp36x047* | 1.95 | 5th of a 5-gene operon |
| *ZMOp36x050* | 2.40 | Orphan |
| *ZMOp39x003* | 2.48 | Orphan |
| *ZMOp39x017* | 1.59 | 2nd of a 2-gene operon |
| *ZMOp39x019* | 2.55 | Orphan |
| *ZMOp39x024* | 2.68 | 3nd of a 3-gene operon |

How the deposited data were processed for this re-analysis (not part of the article)

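RNA-seq libraries of Z. mobilis ZM4 in log phase from 3 colonies were analysed, with no second condition. According to the submitters' processing notes, the authors used bcl2fastq 2.17.1.14, FastQC 0.12.1, Trim Galore 0.6.10, HISAT2 2.2.1, SAMtools 1.9 and featureCounts 2.0.1. The authors deposited counts per gene, whole numbers without normalization, for genes with coordinates on the chromosome and the 4 native plasmids. The FPKM column beside the authors' counts equals the count scaled to gene length and to the counts in all genes of the library. The authors also deposited an FPKM table for 1946 genes of a second annotation, without counts or coordinates. Strand, pairing and the treatment of reads with several matches are not given in the sources used here. No paralog or copy could be checked, since no genome was used here.

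The counts per library were 14619163, 17278446 and 36215268, and 8 genes had 0 counts in each. Counts of colony pairs differed by far more than the sampling noise (chi-square per degree of freedom 161 to 598), so no library was a copy of another. The 2 annotations share no identifier. Genes were paired where the ratio of FPKM to RPKM was the same in all 3 colonies within 1e-05 on the log2 scale, a step decided after seeing the files. It paired 998 genes, all on the same record in both tables, including 86 on plasmids, and 0 when the libraries of different genes were combined.

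RPKM was made from counts with 0.5 counts in place of a 0 and log2 without a pseudocount, for plasmid genes with a mean of at least 1 count. ZMOp33x009 was compared with the median and mean of these genes in each colony by an exact sign-flip test (smallest two-sided p 0.25). Each gene was tested against ZMOp33x009 with edgeR 4.0.16 in R 4.3.3, with an intercept and an offset made of the length ratio and the count of ZMOp33x009 in the same colony, and Benjamini-Hochberg adjustment with a threshold of 0.05. Since glmQLFTest takes no design of 1 column, its F statistic was formed from the deviances and the moderated dispersion of glmQLFit, and a p was never set below that of a Poisson likelihood ratio test, for any gene. Limma 3.58.1 and DESeq2 1.42.0 were alternatives. The tests were tried on simulated data for 139 genes in 20 draws. At a log2 ratio of -2 edgeR called 99.5% of genes, at -1 61.5%, at 1 92%, at 2 100%, and it called 5.66% of unchanged genes. Limma called 3.59% and DESeq2 4.24% of unchanged genes. These are shares of the unchanged genes, not of the genes called. Fewer genes were called than were unchanged, so the share of false calls among all calls was higher than these values. For edgeR, limma and DESeq2 alike it was above the threshold of 0.05. All simulated genes had 1 common dispersion, while real genes differ in their spread between colonies. A first form of the DESeq2 step called far too many unchanged genes in this trial, because its normalization factors were on the scale of counts; they were rescaled to near 1 after its first counts on the real data had been seen, and edgeR was not altered.

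Operons were called from coordinates with a gap of at most 50 bp, and positions were compared by Fisher's exact test. Each record was taken as linear, so no operon was continued from its end to its start. Plasmids were compared with 100000 permutations of genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The text names every gene the paper names in its text, Fig. 4, Fig. S2 or Table S4, the 10 plasmid genes with the highest and the 10 with the lowest mean, the 3 highest of each plasmid, the 5 with the largest SD among those with a mean of at least 10 counts, and the members of 12 gene lists, where the annotation allowed. The values of Table S4 had been seen when this rule was set. ZMOp33x008, ZMOp32x034, ZMO1_RS10125, ZMO1_RS09510, ZMOp32x012, ZMOp32x014 and ZMOp36x014 fall outside it and were named after their values were seen. Of the lists, 4 were given by the paper's locus tags. The other 8, by gene symbol or product words, could not be resolved, since the gene table used here is of another strain and shares no identifier, so no result is given for them, nor for chromosomal genes by symbol. Alternatives covered TPM, the deposited FPKM, the pseudocount, filters, gene length, averaging, scaling, other tools, operon gaps and each colony left out.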

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

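The tests of gene length on the rise to dctA, of chromosomal genes in colony 3 and of the genes with 0 counts on pZM36 were chosen after the results had been seen. These values concern data the paper does not discuss: ZMOp33x012 lay above ZMOp33x009 by 5.18 on the log2 RPKM scale, ZMOp32x002 had a mean log2 RPKM of 9.07, level with ZMO1_RS09925 at the top of the plasmid genes, and the 1803 chromosomal genes with a mean of at least 1 count had a median log2 RPKM of 6.98, against 4.96 for the plasmid genes.

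Expression rose from ZMOp33x009 to dctA by 1.56 on the log2 scale, while the paper's design has a marker in the place of dctA expressed together with ZMOp33x009 from the promoter upstream of both. A general gain of reads toward the 3' end of operons is argued against by 594 neighbouring pairs in called operons, whose median step to the next gene was -0.35 (95% bootstrap interval -0.45 to -0.23). The 47 pairs on the plasmids had a median step of -0.09, for which no interval was made. Single steps at least as large as that to dctA were found in 8.92% of all pairs and 8.51% of the plasmid pairs. Scaling by length is argued against by the counts themselves, whose lowest log2 ratio of dctA to ZMOp33x009 over the colonies was 1.25. Reads shared with copies elsewhere stay open, since no genome was used here. A start of transcription between these genes and a difference in RNA stability stay open too, and no biological explanation was tested.

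The genes below ZMOp33x009 lay mostly on pZM36. Short genes are argued against as the source, since 5 of 5 such genes of at least 500 bp (100%) lay on pZM36, against 32.3% of all plasmid genes of that length. Neighbouring genes of a few operons counted as separate genes stay open, since the permutation p with operons kept whole was 0.13 (0.068 with the genes of 0 counts counted as below), above the threshold as this explanation predicts. A p that misses the threshold does not show that operons are the cause. No biological explanation was tested.

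The 35 plasmid genes of lowest expression were lower in colony 3 than in colonies 1 and 2, with a median log2 difference of -0.63 (95% bootstrap interval -0.72 to -0.40). Chromosomal genes of the same level had a median of -0.37 (interval -0.47 to -0.28) and the 35 plasmid genes of highest expression -0.24 (interval -0.36 to -0.09). All 1793 chromosomal genes with a mean of at least 10 counts had a median of -0.18 (interval -0.20 to -0.17), and all 139 plasmid genes so covered -0.36, so part of each value is a shift of the whole library. The intervals of both include the bound set for the tests, so neither a loss at low genes in the whole library nor fewer plasmid copies can be told apart from the rest. No biological explanation was tested.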

How the results depend on the processing

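Alternatives were set before the data were examined, except those on log2(FPKM + 1), on genes at 0 counted as below, and limma on the FPKM table, which were chosen after seeing the data. No paired analysis was possible because all libraries belong to 1 condition, so there are no samples of different groups to pair; genes were compared within each colony. TPM and a scaling to the plasmid counts alone shift every gene of a library alike, so they leave the differences from the median and mean as they were by construction. ZMOp33x009 stayed below the median and the mean in every setting. With the deposited FPKM the difference from the median was -2.11, and as log2(FPKM + 1) it was -1.95 from the median and -2.15 from the mean. With linear RPKM the difference from the mean was -3.54. Without gene length the differences were -0.94 and -1.02, 47 genes lay below ZMOp33x009, and 34 were lower and 82 higher past the test. Genes listed at 0 in the FPKM table, counted as below, gave 17, and those with 0 counts gave 13 in the RPKM. Leaving out each colony gave differences of -2.38 to -2.20 from the median and -2.52 to -2.32 from the mean, and 12 to 15 genes below. The count of genes lower past the test was 2 to 8 with a colony left out, 2 without colony 1, and 11 with limma on the FPKM table, against 7; limma and DESeq2 on the counts each gave 9, which included these 7. Genes higher past the test numbered 110 to 114 with a colony left out. The log2 ratio of dctA to ZMOp33x009 was 1.51 to 1.64 with a colony left out and past the test in every setting. The count of low genes last in an operon was 6 by the positions of Table S4 (of the paper's 17 genes), 2 to 4 with a colony left out and 3 with the genes of 0 counts, and no Fisher's test passed. The difference between plasmids was lost without colony 1, 2 or 3 (permutation p = 0.27, 0.16 and 0.11, with 7 to 8 genes on pZM36) and with operons kept whole (7 genes, permutation p = 0.13, or 9 genes and p = 0.068 with the genes of 0 counts). It was kept with the deposited FPKM (11 of 15 low genes on pZM36, permutation p = 0.0038), without gene length (26 of 47, permutation p = 0.00051) and with the genes of 0 counts (9 of 13, permutation p = 0.010). The causes of these shifts were not tested. The median of pZM32 was 6.59 with the deposited FPKM. With 3 colonies a sign-flip test cannot pass, and genes of few counts, such as ZMO1_RS09760, limit the lowest levels.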

Differences from the paper's values

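Counts and shares are taken to differ where 1 value is more than 1.5 times the other and, for the genes below ZMOp33x009, where the gap also exceeds the SD between single colonies. Levels on the log2 scale are taken to differ where the gap exceeds the SD between colonies. The paper gives 17 plasmid genes below ZMOp33x009, and 11 were found in the RPKM made from the counts. That number uses the mean log2 RPKM over the colonies, and in colonies 1, 2 and 3 alone 16, 12 and 15 genes lay below it. The totals differ too, and as a share of all plasmid genes the paper gives 10.81% and 7.86% of 140 genes were found here, which is within the limits for a difference. The paper's 17 genes are 11.3% of its total of 150, so its count and its share do not match each other. The share was outside them with the filter of at least 10 counts (7.19%) and without gene length (33.6%), and within them in the other settings. For the count, of the alternatives set before the data were examined, the deposited FPKM (15 genes), linear averaging (12) and each colony left out (12 to 15) came within the limits for a difference, while TPM, the pseudocount, the filter of at least 10 counts (10), plasmid counts as the total and no gene length (47) did not. Counting the 2 genes listed at 0 in the FPKM table as below gave 17 of 150, or 11.3%, a setting chosen after seeing the values. It shares 13 genes with Table S4 and adds 4 that Table S4 does not list. It drops 3 whose mean log2(FPKM + 1) lies above that of ZMOp33x009, and ZMOp39x019, which has no row in the FPKM table. Counting the genes with 0 counts as below gave 13 of 142 in the RPKM, or 9.15%, also within the limits and also chosen after seeing the values; how many genes of Table S4 it drops could not be counted, since not every gene has a pair in both annotations.

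The paper places 11 of its 17 genes at the distal end of operons. Among the 11 low genes found here, 2 were last in an operon, and 6 were at any position other than the first. With the other operon gaps 1 to 2 of the 11 were last. Without colony 1, 2 or 3 the numbers were 2 of 14, 2 of 15 and 4 of 12 low genes, and with the deposited FPKM 1 of the 7 low genes that could be placed. By the positions in Table S4, 6 of the paper's own 17 genes are last. As counts, none of these came within the limits, nor did 3 of 13 with the genes of 0 counts counted as below, a setting chosen after seeing the values. Counts without gene length, with 13 low genes last in an operon, did. As shares of the low genes, the paper's 11 of 17 are 64.7%, and 18.2% were last here. The 54.5% at any position other than the first came within the limits, while the shares last in an operon did not, with 9.09% to 33.3% over the other operon gaps, the deposited FPKM, each colony left out, counts without gene length (27.7%) and the genes of 0 counts, and 35.3% in Table S4. In Table S4, 12 of the 17 listed genes are at a position other than the first, within the limits of the paper's 11, and 5 are orphans. The operons called here differ from that table for some of the same genes. ZMOp36x005, the 2nd of 4 genes in Table S4, was the last of 2 here, and ZMOp36x007, the last of 4 in Table S4, was at position 2 of 4 here.

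On the log2(FPKM + 1) scale, 13 of the 16 genes of Table S4 found in the FPKM table lay within 0.01 of the paper's value. The paper gives 2.88 for ZMOp32x019, which had 3.41 here, 2.71 for ZMOp32x031, which had 3.72, and 1.93 for ZMOp36x041, which had 2.99, while ZMOp36x042 had 1.93. These 3 have a mean log2(FPKM + 1) above that of ZMOp33x009. For ZMOp36x041 the gap was only 0.006 (adjusted p = 0.98 from limma), and its mean of 7.03 FPKM was below the 7.13 FPKM of ZMOp33x009. ZMOp36x042 and ZMOp32x012 lie below ZMOp33x009 and are outside Table S4. No alternative set before the data were examined applied to these levels.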

Other observations

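On the chromosome, pheS (ZMO1514), the gene from which clmPheS was made, stood at 575 ± 47.2 FPKM in the deposited table (SD, n = 3 colonies), above 82.6% of 1736 chromosomal genes other than rRNA and tRNA. The genes of the RecF pathway that the paper deleted or tried to delete had lower levels. ZMO1584 had 17.7 ± 4.45 FPKM, ZMO1231 27.4 ± 3.51, ZMO0673 33.9 ± 8.57, ZMO0812 60.6 ± 20.6, ZMO1214 113 ± 12.0 and ZMO1417 239.9 ± 42.9 FPKM (SD, n = 3 each).

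The 10 highest plasmid genes included 6 of pZM32. ZMOp32x004, ZMO1_RS09270 and ZMOp32x009 reached 433 ± 33.7, 418 ± 80.4 and 274 ± 46.2 RPKM (SD, n = 3 each). ZMOp36x031 at 176 ± 61.8 RPKM and ZMOp39x020 at 126 ± 27.4 RPKM were among the 3 highest of their plasmids. The largest SD of log2 RPKM between colonies was that of ZMOp39x007, 1.56 around a mean of 4.86, followed by ZMOp36x043 with 1.26, ZMOp36x006 with 1.15, ZMO1_RS09935 with 1.01 and ZMOp36x045 with 0.96.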
